# Exosome‐derived miR‐210 involved in resistance to osimertinib and epithelial–mesenchymal transition in *EGFR* mutant non‐small cell lung cancer cells

**DOI:** 10.1111/1759-7714.13943

**Published:** 2021-05-03

**Authors:** Kakeru Hisakane, Masahiro Seike, Teppei Sugano, Akiko Yoshikawa, Kuniko Matsuda, Natsuki Takano, Satoshi Takahashi, Rintaro Noro, Akihiko Gemma

**Keywords:** drug resistance, epithelial–mesenchymal transition, exosome, microRNA, osimertinib

## Abstract

**Background:**

Osimertinib is a third‐generation epidermal growth factor receptor‐tyrosine kinase inhibitor (EGFR‐TKI) approved for the treatment of patients with *EGFR*‐mutant non‐small cell lung cancer (NSCLC). However, the mechanisms of acquired drug resistance to osimertinib have not as yet been clarified. Exosomes and microRNAs (miRNAs) are involved in carcinogenesis and drug resistance in human cancers.

**Methods:**

We used previously established osimertinib‐resistant HCC827 (HCC827‐OR) and PC‐9 (PC‐9‐OR) cells. We evaluated the profiles of exosomal miRNA associated with resistance to osimertinib in *EGFR*‐mutant NSCLC cells.

**Results:**

Epithelial–mesenchymal transition (EMT) phenomenon was observed in HCC827‐OR and PC‐9‐OR cells. Microarray and quantitative reverse transcription‐polymerase chain reaction analysis revealed that miR‐210‐3p was co‐upregulated in exosomes isolated from HCC827‐OR and PC‐9‐OR cells compared with those isolated from parental HCC827 and PC‐9 cells. HCC827‐OR cell‐derived exosomes induced EMT changes and resistance to osimertinib in HCC827 cells. Subsequently, the induction of miR‐210‐3p directly promoted the EMT phenomenon and resistance to osimertinib in HCC827 cells.

**Conclusions:**

Exosomal miR‐210‐3p may play a crucial role in resistance to osimertinib in the tumor microenvironment of *EGFR*‐mutant NSCLC.

## INTRODUCTION

Osimertinib is a third‐generation epidermal growth factor receptor‐tyrosine kinase inhibitor (EGFR‐TKI) originally designed to target EGFR‐sensitizing mutations and a T790M‐resistant mutation. The latter is the most common mechanism of acquired resistance mechanism to first‐ and second‐generation EGFR‐TKIs, such as gefitinib, erlotinib, and afatinib.^1^ Based on the positive results of the AURA3 study, osimertinib was first approved for the treatment of patients with EGFR T790M mutation‐positive non‐small cell lung cancer (NSCLC) in progression after EGFR‐TKI therapy.^2^ Subsequently, the FLAURA study demonstrated that osimertinib was more efficient than first‐generation EGFR‐TKIs and was rapidly approved as a first‐line treatment of advanced *EGFR*‐mutant NSCLC, regardless of T790M mutation status.^3^ Despite its robust efficacy in first‐ and second‐line settings, patients inevitably develop acquired resistance to osimertinib as well as conventional EGFR‐TKIs. Several molecular mechanisms of acquired resistance to osimertinib have been reported, such as loss of T790M mutation, the acquisition of EGFR mutations (e.g., C797S), activation of a bypass pathway (e.g., MET amplification), HER2 amplification, KRAS mutation, BRAF mutation, PIK3CA mutation and RET fusion, and small cell lung cancer transformation.^4^, ^5^ However, overcoming acquired resistance to osimertinib remains a critical issue to be resolved.

Exosomes are extracellular vesicles with sizes ranging 30–150 nm. They are secreted by various cell types and can promote intercellular communication by transferring varieties of cargos, such as nucleic acid, proteins, and metabolites.^6^, ^7^ MicroRNAs (miRNAs), a family of small non‐coding RNA molecules of approximately 19–25 nucleotides in length, are essential cargos delivered by exosomes.^7^ We have previously identified miRNAs associated with *EGFR*‐mutant NSCLC, such as miR‐21 and miR‐134/487b/655 clusters.^8^, ^9^ Epithelial–mesenchymal transition (EMT) induces tumor progression and drug resistance to various cytotoxic and targeted drugs, including EGFR‐TKIs.^10^ Recently, the role of exosomal miRNAs as an inducer of EMT and acquired drug resistance in cancer has been gradually elucidated.^7^, ^11^, ^12^, ^13^ Several studies have reported that exosomal miRNAs are associated with acquired resistance to first‐generation EGFR‐TKIs.^14^, ^15^, ^16^ However, the involvement of exosomal miRNAs in the development of EMT and resistance to third‐generation EGFR‐TKIs remains unclear.

In this study we evaluated the expression profile of exosomal miRNAs in osimertinib‐sensitive and ‐resistant cells to identify the potential associations of exosomes with the development of resistance to osimertinib in *EGFR*‐mutant NSCLC.

## METHODS

### Cell lines and cell culture

Four *EGFR*‐mutant lung adenocarcinoma cell lines were used in this study. HCC827 cells (with a deletion in exon 19) were purchased from the American Type Culture Collection and PC‐9 cells (with a deletion in exon 19) were obtained from Immuno‐Biological Laboratories. These cells were obtained from 2010 to 2016. Osimertinib‐resistant HCC827 (HCC827‐OR) and osimertinib‐resistant PC‐9 (PC‐9‐OR) cell lines were established using a stepwise method, as previously described.^17^ Cells were amplified and frozen, and one aliquot of each was thawed for this research. All cells were routinely screened for the absence of mycoplasma and cultured in RMPI 1640 medium (FUJIFILM Wako Pure Chemical Co.) with 10% heat‐inactivated fetal bovine serum (FBS) (BioWest) and 1% penicillin and streptomycin (FUJIFILM Wako Pure Chemical Co) at 37°C in a 5% CO_2_ incubator. Falcon Cell Culture Inserts (Corning Inc.) with a transparent polyethylene terephthalate membrane (pore size: 0.4 μm) were used for co‐culture. HCC827 and PC‐9 cells were plated into six‐well plates (2 × 10^5^ cells/well), the device was placed on the six‐well plates, and equal numbers of their respective resistant cells were plated into the device. After 72 h, the device was removed and HCC827 and PC‐9 cells were used for protein extraction.

### Exosome isolation and identification

At approximately 100% confluency, we washed the cells with phosphate‐buffered saline (PBS) and incubated in medium without FBS. After 48 h, the culture supernatant was harvested, and clarified by vacuum filtration using a Steriflip filter unit (#SCGP00525; 0.22 μm Millipore Express PLUS [PES] membrane). For the device equilibration, 2 ml of PBS was added to Equilibrate Amicon Ultra‐15 filter (#UFC901024, 10 kDa molecular weight cutoff; Merck Millipore), centrifuged at 4000 × *g* for 10 min, and removed from the filter device. Approximately 13–15 ml of the clarified sample was added to the filter device and centrifuged at 4000 × *g* for 30 min for concentration. Any unconcentrated sample at the bottom of the device was aspirated. Next, approximately 3–5 ml of PBS was added to the concentrated sample in the collection tube, and the solution was centrifuged at 4000 × *g* for 30 min for buffer exchange. Subsequently, the concentrated sample was recovered from the filter device. Protein was isolated from the extracted exosome samples and used for western blotting analysis to detect exosome‐specific markers CD63 and TSG101. The aliquots were stored at 4°C and sent to FUJIFILM Wako Pure Chemical Co. for observation via transmission electron microscopy (TEM) and nanoparticle tracking analysis (NTA) for the identification of exosomes. Exosome samples were also used for RNA extraction and cell treatment.

### Drugs and growth‐inhibition assay

Osimertinib was purchased from Selleck Chemicals. Growth inhibition was assessed by the MTS assay to examine the effect of osimertinib on the four NSCLC cell lines. Cell suspensions (5 × 10^3^ cells/well) were seeded into 96‐well plates and various concentrations of osimertinib or vehicle (dimethyl sulfoxide) were added. After incubation at 37°C for 72 h, MTS was added to each well and incubated at 37°C for 1.5 h, after which absorbance was measured using a microplate reader with a test wavelength of 450 nm. The IC_50_ value was defined as the concentration required for 50% reduction of the growth.

### Western blotting analysis

Protein extraction, two dimensional‐polyacrylamide gel electrophoresis, and transfer to nitrocellulose membranes were performed as previously described.^17^, ^18^ Antibodies against E‐cadherin (1:5000), β‐actin (1:5000), GAPDH (1:5000), CD63 (1:5000), and TSG101 (1:5000) were purchased from Santa Cruz Biotechnology. Antibodies against vimentin (1:2000), EGFR (1:5000), phosphorylated‐EGFR (p‐EGFR) (1:5000), AKT (1:5000), p‐AKT (1:5000), ERK (1:2000), and p‐ERK (1:5000) were obtained from Cell Signaling Technology.

### RNA extraction and miRNA microarray analysis

Total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific) from cells and isolated exosomes, as previously described.^19^ MiRNA analysis was performed using 3D‐Gene Human miRNA oligo chips version 21 (TORAY). Microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) and are accessible through the GEO series accession number GSE 165540.

### Real‐time quantitative reverse transcription‐polymerase chain reaction (qRT‐PCR)

For qRT‐PCR, the expression levels of miRNAs were measured using a Taqman MicroRNA Assay (Thermo Fisher Scientific) and a 7500 fast real‐time PCR system, as previously described.^8^ The miRNA levels of cells were normalized against RNU66, while the miRNA levels of exosomes were normalized against U6 small nuclear RNA and HY3. MiRNA expression was quantified using the 2^‐ΔΔCt^ method.^20^

### Oligonucleotide transfection

After 24 h of cell seeding, cells were transfected for 24 h in Opti‐MEM Reduced Serum Medium (Thermo Fisher Scientific) using a miR‐210‐3p mimic (Thermo Fisher Scientific), negative control (Thermo Fisher Scientific), and Lipofectamine 2000 (Thermo Fisher Scientific) according to the instructions provided by the manufacturer. The mimic complexes were transfected into cells at a final concentration of 50 nM. The transfection medium was replaced with fresh medium 24 h later, and cells were incubated for another 48 h. Transforming growth factor‐β1 (TGF‐β1) was obtained from R&D Systems, Inc. Cells were exposed to 5 ng/ml TGF‐β1 for 48 h.

### Statistical analysis

The standard Student *t*‐test was used to determine the significance of differences compared with the control group. *p* < 0.05 denoted statistically significant difference. All the statistical analyses were performed using the JMP statistical software package for Windows, version 11 (SAS Institute).

## RESULTS

### Characteristics of HCC827‐OR and PC‐9‐OR cells

We first evaluated the features of four *EGFR*‐mutant NSCLC cell lines. The IC_50_ values of osimertinib for these cells are shown in Figure 1a. Both HCC827‐OR and PC‐9‐OR cells were resistant to osimertinib. Morphological changes from epithelial to spindle‐type mesenchymal cells were observed in HCC827‐OR and PC‐9‐OR cells compared with the respective parental cells (Figure 1b). Lower and higher expression levels of E‐cadherin and vimentin, respectively, were shown in HCC827‐OR and PC‐9‐OR cells (Figure 1c). These findings suggested the presence of the EMT phenomenon in osimertinib‐resistant cells. We performed western blotting analysis to determine whether the osimertinib‐resistant cells sustained the activation of the EGFR signaling pathway (Figure 1d). Decreased and increased expression of EGFR and AKT phosphorylation, respectively, were observed in both HCC827‐OR and PC‐9‐OR cells. These findings suggest the involvement of the EGFR signal‐independent pathway in the mechanism of resistance to osimertinib in these cells.

**FIGURE 1:**
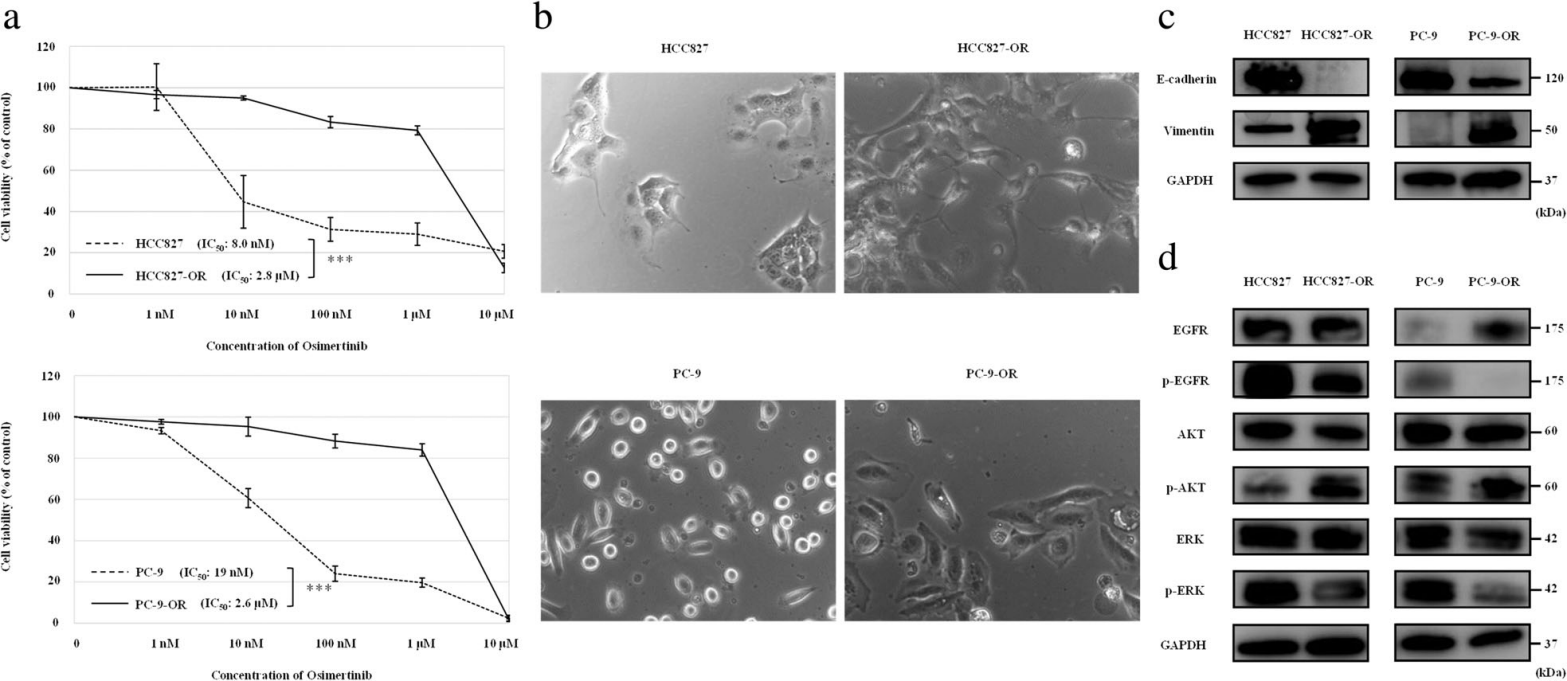
Osimertinib‐resistant HCC827 and PC9 cells. (a) Results of cell viability assays. Data are expressed as the mean ± SE from three independent experiments. ***p < 0.001. (b) Four *EGFR*‐mutant NSCLC cells observed under a light microscope. Osimertinib‐resistant HCC827 (HCC827‐OR); Osimertinib‐resistant PC‐9 (PC‐9‐OR). (c) Protein expression of factors related to EMT, as shown by western blotting analysis. (d) Protein expression of EGFR signal pathway molecules. EGFR, epidermal growth factor receptor; EMT, epithelial–mesenchymal transition; ERK, extracellular signal‐regulated kinase; GAPDH, glyceraldehyde‐3‐phosphate dehydrogenase; IC_50_, concentration needed for 50% reduction of the growth; NSCLC, non‐small cell lung cancer; p‐EGFR, phosphorylated‐EGFR; SE, standard error

### Co‐culture with osimertinib‐resistant cells induces EMT changes in osimertinib‐sensitive cells

HCC827 and PC‐9 cells were cocultured with their respective osimertinib‐resistant cells to determine whether the osimertinib‐resistant cells exert a potential effect on the parental cells. Morphological changes from epithelial to spindle‐type mesenchymal cells were observed in HCC827 and PC‐9 cells cocultured with HCC827‐OR (HCC827 + OR) and PC‐9‐OR cells (PC‐9 + OR), respectively (Figure 2a). Western blotting analysis revealed increased and decreased expression of vimentin and E‐cadherin, respectively, in HCC827 + OR and PC‐9 + OR (Figure 2b). These findings demonstrated that coculture with osimertinib‐resistant cells results in the transfer of factors associated with the EMT of osimertinib‐resistant cells to the parental cells.

**FIGURE 2:**
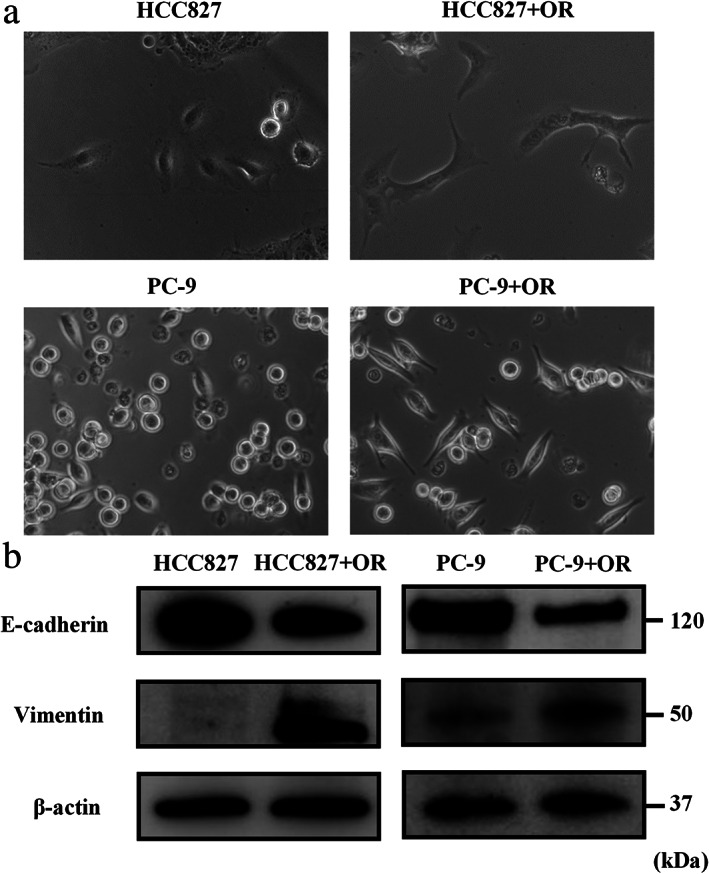
HCC827 and PC‐9 cells co‐cultured with their respective osimertinib‐resistant cells. (a) HCC827 cells, HCC827 cells cocultured with HCC827‐OR cells (HCC827 + OR), PC‐9 cells, and PC‐9 cells co‐cultured with PC‐9‐OR cells (PC‐9 + OR) observed under a light microscope. (b) Protein expression of factors related to EMT, as shown by western blotting analysis. EMT, epithelial–mesenchymal transition; HCC827‐OR, osimertinib‐resistant HCC827; PC‐9‐OR, osimertinib‐resistant‐PC‐9

### MiR210‐3p is upregulated in exosomes derived from osimertinib‐resistant cells

Exosomes were isolated from the culture supernatants of four NSCLC cell lines by a centrifugal ultrafiltration‐based method to investigate the role of exosomes in EMT and resistance to osimertinib in *EGFR*‐mutant NSCLC cells. We confirmed the enrichment of exosomal proteins, such as CD63 and TSG101, by western blotting analysis (Figure 3a). The representative micrograph obtained by TEM revealed vesicles with a round or oval membrane (Figure 3b). NTA indicated that the diameter of the vesicles ranged from 40 to 200 nm and the peak diameters of the vesicles were approximately 100 nm (Figure 3c). These results suggested that the exosomes were successfully isolated. Subsequently, miRNA microarray analysis was performed to identify the candidate exosomal miRNAs causing EMT and resistance to osimertinib in NSCLC cells. 

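RNA from the exosomes of 4 cell lines was measured on 3D-Gene Human miRNA oligo chips, with 1 array for each line. The lines were the EGFR-mutant NSCLC lines HCC827 and PC-9 and the osimertinib-resistant lines derived from them, HCC827-OR and PC-9-OR. The chip is a 1-colour microarray on which labelled RNA hybridizes to a probe for each miRNA, and a scanner reads the brightness of each spot. Each array held 3200 spots, with 1 spot for each of 2565 human miRNAs, 320 blank spots, 85 spots without a probe and 32 negative-control spots. The authors deposited the scanner intensity of every spot, without background subtraction or normalization, and a table of processed signal values. In that table each signal was the spot intensity minus the mean of the blank spots, with the top and bottom 5% of the blank spots left out, multiplied by 1 factor per array. The factor set the median of the 1578 miRNAs detected on all 4 arrays to 25. A miRNA had no value where its spot was not more than 2 SD above the blank mean or was marked as failed. These rules were read from the values, because the paper's text does not name the normalization. For the ratios given here, the same blank level was subtracted from the scanner intensities and the 4 arrays were brought to 1 distribution by quantile normalization. A log2 ratio was taken only where both arrays of a pair detected the miRNA. Detected miRNAs numbered 1623 for HCC827-exo, 1754 for HCC827-OR-exo, 1808 for PC-9-exo and 1769 for PC-9-OR-exo. Their median intensity above the blank level was 6.99 for HCC827-exo, against 40.0 for HCC827-OR-exo, 51.9 for PC-9-exo and 44.5 for PC-9-OR-exo. The median of the first spike control did not follow this order, with 7315 for HCC827-exo and 6234 for HCC827-OR-exo. A stricter limit, chosen after the values were seen, was the 95th percentile of the negative-control spots of the same array. It was passed by 717 miRNAs for HCC827-exo, 1420 for HCC827-OR-exo, 1653 for PC-9-exo and 1673 for PC-9-OR-exo. With 1 array per condition the differences have no replicate check, and the number of arrays limits the precision. Control probes printed several times on an array, with all their spots more than 20 above the blank level, gave an SD of 0.15 for a log2 ratio. This covers the scatter between bright spots and neither that between dim spots nor that between exosome preparations.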

Figure 3d shows that the expression profiles of miRNAs differed between exosomes derived from HCC827 cells (HCC827‐exo) and HCC827‐OR cells (HCC827‐OR‐exo) and those derived from PC‐9 cells (PC‐9‐exo) and PC‐9‐OR cells (PC‐9‐OR‐exo), based on the criteria of | Log2 ratio | ≥ 2. 

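Of the 1592 miRNAs detected on both arrays of the HCC827 pair, 57 had a log2 ratio of at least 2 in HCC827-OR-exo over HCC827-exo and 27 had a log2 ratio of -2 or less, 5.28% in all. Of the 1751 miRNAs detected on both arrays of the PC-9 pair, 11 reached 2 in PC-9-OR-exo over PC-9-exo and 0 reached -2, 0.628% in all. The median log2 ratio was -0.21 in the HCC827 pair and -0.01 in the PC-9 pair, and the SD across miRNAs was 0.94 in the HCC827 pair and 0.50 in the PC-9 pair. Across the miRNAs detected on all 4 arrays, which are not independent replicates, Spearman's rho was 0.927 between HCC827-exo and HCC827-OR-exo, 0.983 between PC-9-exo and PC-9-OR-exo and 0.952 between HCC827-exo and PC-9-exo. The scaling between arrays moved the count of the HCC827 pair most. Without normalization its median log2 ratio was 2.54 and 1308 of its miRNAs were past the threshold, all of them higher in HCC827-OR-exo. With spike-in scaling, chosen after the values were seen, the count was 1407. 

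**Figure D1:**
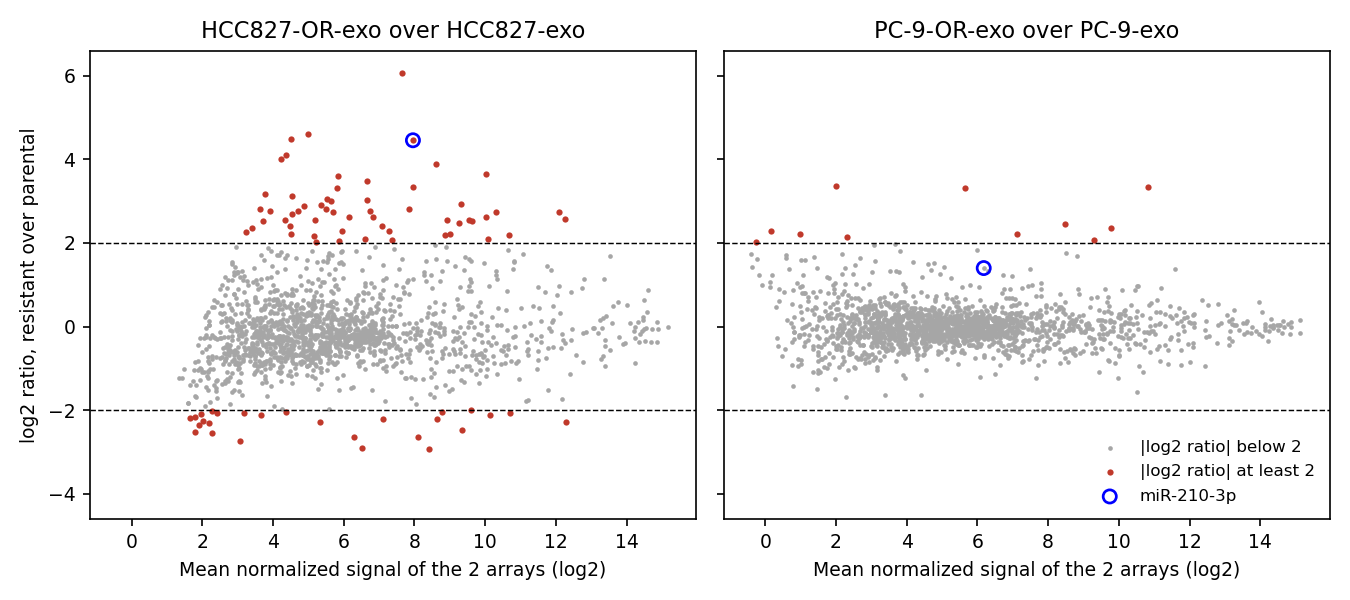
Each point is 1 miRNA detected on both arrays of a pair, with its mean normalized signal (log2) on the horizontal axis and its log2 ratio of resistant over parental exosomes on the vertical axis. Red points lie at or past the dashed lines at 2 and -2, 84 in the HCC827 pair and 11 in the PC-9 pair, and the blue ring marks miR-210-3p.

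The 5 highest log2 ratios in the HCC827 pair were 6.07 for miR-4672, 4.60 for miR-30c-5p, 4.48 for miR-5581-5p, 4.46 for miR-210-3p and 4.10 for miR-100-5p. For all 5, the HCC827-exo spot did not pass the limit set by the negative controls. The lowest were -2.92 for miR-4258, -2.92 for miR-1908-3p, -2.74 for miR-5587-5p, -2.64 for miR-614 and -2.63 for miR-498, of which miR-614 and miR-498 were above 0 without normalization and all 5 were above 0 with spike-in scaling. The spots of miR-5587-5p did not pass the limit on either array, and those of the other 4 passed it on both. In the PC-9 pair the highest were 3.36 for miR-5002-5p, 3.34 for miR-4454, 3.31 for miR-4672, 2.46 for miR-7975 and 2.35 for miR-6132, and the lowest was -1.68 for miR-362-3p. The PC-9-exo spot of miR-5002-5p and the PC-9-OR-exo spot of miR-362-3p did not pass the limit, and without background subtraction the log2 ratio of miR-5002-5p was 0.25. A further 162 miRNAs were detected in HCC827-OR-exo only and 30 in HCC827-exo only. Their ratio is a bound, taken against the dim spot's own normalized signal or the lowest detected signal of its array, whichever was higher. The bound reached 2 for 13 of the former and 18 of the latter. In the PC-9 pair, 18 were detected in PC-9-OR-exo only and 56 in PC-9-exo only, and the bound reached 2 for 9 and 4 of them. Among miRNAs that passed the negative-control limit on both arrays of a pair, 33 of 716 reached the threshold in the HCC827 pair and 6 of 1627 in the PC-9 pair. Whether the pairs differ in these counts by more than replicate arrays would was not tested. With this threshold the paper states that the profiles of resistant and parental exosomes differed in both lines (Figure 3d).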

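Of the miRNAs detected on all 4 arrays, 327 had a log2 ratio above 0 in both HCC827-OR-exo and PC-9-OR-exo relative to the exosomes of their parental cells, where 283 would be expected if the pairs were independent. A log2 ratio of at least 1 in both was found for 23 miRNAs, with 4.91 expected, and of at least 2 in both for 1 miRNA, miR-4672, with 0.274 expected. Opposite changes of at least 1 exceeded their expected count too, with 12 against 6.45, so the excess is not all a shared change. Among the 715 miRNAs past the negative-control limit on all 4 arrays, 12 reached 1 in both, with 1.50 expected, and 1 changed in opposite directions. Lower by at least 1 in both were 3 miRNAs. Without normalization, which shifts the whole HCC827 pair upwards, 24 miRNAs had a log2 ratio of at least 1 in both, with 23.3 expected, and 0 were lower by at least 1 in both. Across miRNAs, the log2 ratios of the pairs had a Pearson r of 0.240 and a Spearman's rho of 0.158. The miRNA miR-210-3p, listed as MIMAT0000267, is made from the gene MIR210, which lies within the long non-coding RNA gene MIR210HG in the RefSeq annotation of GRCh38.p14. Its intensity above the blank level was 8.26 in HCC827-exo, 1301 in HCC827-OR-exo, 68.1 in PC-9-exo and 145 in PC-9-OR-exo. After normalization it was 22.0-fold higher in HCC827-OR-exo than in HCC827-exo, which ranked 4 among the miRNAs of that pair. In PC-9-OR-exo it was 2.64-fold higher than in PC-9-exo, a log2 ratio of 1.40, which ranked 36. By the lower of its log2 ratios it ranked 8 among the miRNAs detected on all 4 arrays. The HCC827-exo spot of miR-210-3p lay under the 95th percentile of the negative controls of that array, 8.87. Set to the highest negative control, 9.40, it still gave a log2 ratio of 4.29. Under the settings chosen in advance, the log2 ratio of miR-210-3p moved most without normalization in the HCC827 pair, to 7.30, which is 4.76 above the median of that pair. In the PC-9 pair it moved most without background subtraction, to 0.76. The other arm of the hairpin, miR-210-5p, had a log2 ratio of -0.28 in the HCC827 pair, above 0 without normalization and with spike-in scaling, and of -0.26 in the PC-9 pair. The miRNAs that ranked above miR-210-3p by the lower ratio were miR-4672, miR-16-5p, miR-7641, miR-7977, miR-4454, miR-494-3p and miR-7975. The log2 ratio of miR-16-5p was 4.01 in the HCC827 pair and 1.98 in the PC-9 pair. It was 2.20 and 1.82 for miR-7641, 2.55 and 1.70 for miR-7977, and 2.92 and 1.54 for miR-494-3p, in the same order. In the HCC827 pair it was 1.57 for miR-4454 and 1.45 for miR-7975. Of the 23 miRNAs with a log2 ratio of at least 1 in both, 12 passed the negative-control limit in HCC827-exo and 11, miR-210-3p, miR-4672, miR-16-5p and miR-494-3p included, did not. 

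**Figure D2:**
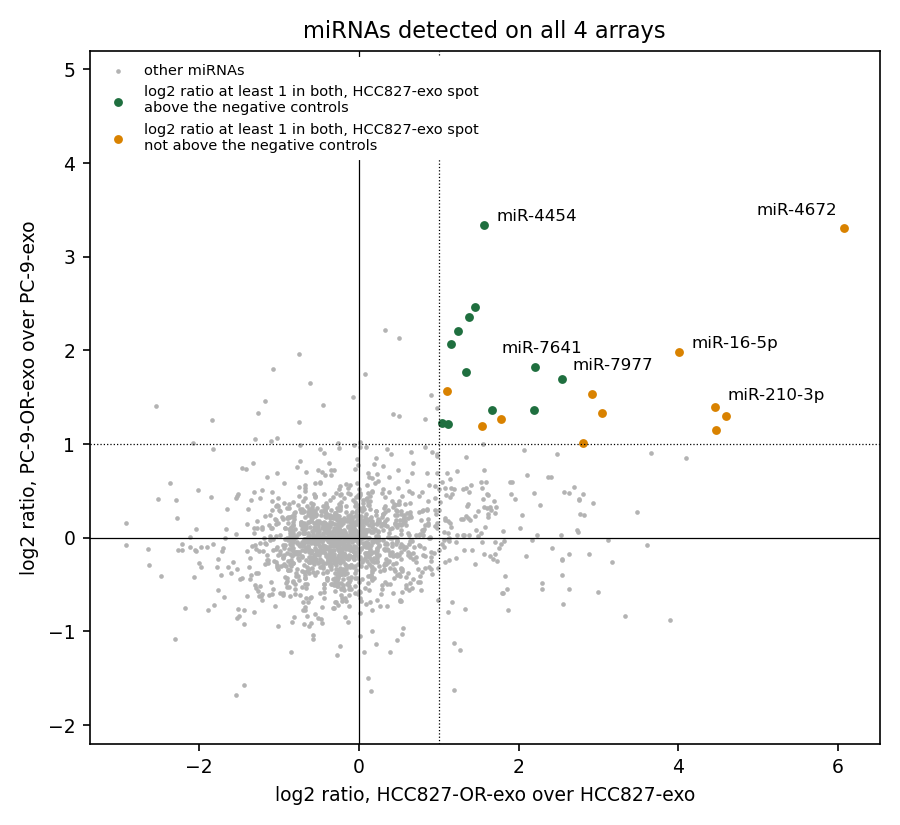
Each point is 1 of the 1578 miRNAs detected on all 4 arrays, with its log2 ratio in the HCC827 pair on the horizontal axis and in the PC-9 pair on the vertical axis. Coloured points are the 23 miRNAs at or above the dotted lines at 1 in both pairs, green where the HCC827-exo spot passed the negative-control limit (12 miRNAs) and orange where it did not (11 miRNAs).

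Of the miRNAs tied to EGFR-mutant NSCLC in the introduction, miR-21-5p had a log2 ratio of -0.32 in the HCC827 pair and 0.11 in the PC-9 pair, and miR-21-3p of -0.79 and -0.15. In the same order, miR-134-5p had log2 ratios of -0.06 and -0.22, miR-134-3p of 0.64 and -0.03, and miR-487b-5p of -0.12 and -0.11. miR-487b-3p had -0.16 in the PC-9 pair and was not detected on both arrays of the HCC827 pair. Every negative HCC827 value among these was above 0 without normalization and with spike-in scaling, and those of the 5p arms with scaling to the median too. The PC-9 value of miR-21-5p was under 0 without normalization and with spike-in scaling. Neither arm of miR-655 was detected on any array. With the cell lines as replicates and the line as a block, limma's moderated test gave miR-210-3p a log2 fold change of 2.93 (standard error 0.44, adjusted p = 4.37e-05 from limma with Benjamini-Hochberg adjustment), higher in 2 of 2 lines. In all, 42 miRNAs were called higher and 5 lower. Of the 47 calls, 38 had the larger log2 ratio, by absolute value, in the HCC827 pair, and the median difference between the pairs was 1.77 for the calls and 0.50 for all miRNAs. Of the 42, 40 had a log2 ratio above 0 in both pairs and 20 of at least 1 in both. The others were miR-27a-3p, with 3.12 in the HCC827 pair and -0.03 in the PC-9 pair, and miR-1273c, named after its values were seen, with 3.60 and -0.08. The fit has 1 residual degree of freedom per miRNA, so these p-values rest on the variance shared across miRNAs, and the call depends on the processing. The standard error of 0.44 rests on it too. For miR-210-3p the log2 ratios of the pairs differed by 3.06, a spread that this standard error does not measure. With each array scaled to the median of its own detected miRNAs, the adjusted p of miR-210-3p from limma was 0.843 and 0 miRNAs were called, with 76 at an unadjusted p under 0.05. In the authors' table, scaled to the median of the miRNAs detected on all 4 arrays, miR-210-3p had an adjusted p of 0.0547 from limma and was not called. Over all settings in which it was tested, its adjusted p from limma ranged from 4.37e-05 to 0.999.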

After observing the co‐upregulation of miRNAs in HCC827‐OR‐exo and PC‐9‐OR‐exo, we focused on miR‐210‐3p, which correlates with EMT in several malignancies.^21^, ^22^, ^23^ There were no miRNAs associated with EMT, except for miR‐210‐3p. Using RNAhybrid tools, it was shown that miR‐210 could directly target the E‐cadherin open reading frames region (Figure 3e).^22^ We confirmed that the relative expression levels of miR‐210‐3p were significantly higher in HCC827‐OR‐exo and PC‐9‐OR‐exo than in HCC827‐exo and PC‐9‐exo, respectively (Figure 3f). In addition, miR‐210‐3p expression was significantly increased in HCC827‐OR and PC‐9‐OR cells compared with HCC827 and PC‐9 cells, respectively (Figure 3g). From these results, it was concluded that exosomal miR‐210‐3p may be involved in EMT and resistance to osimertinib in *EGFR*‐mutant NSCLC cells. The differences in miR‐210‐3p expression between PC‐9‐exo and PC‐9‐OR‐exo, as well as between PC‐9 and PC‐9‐OR cells, were relatively small. Hence, HCC827 and HCC827‐OR cells were used for the subsequent experiments.

**FIGURE 3:**
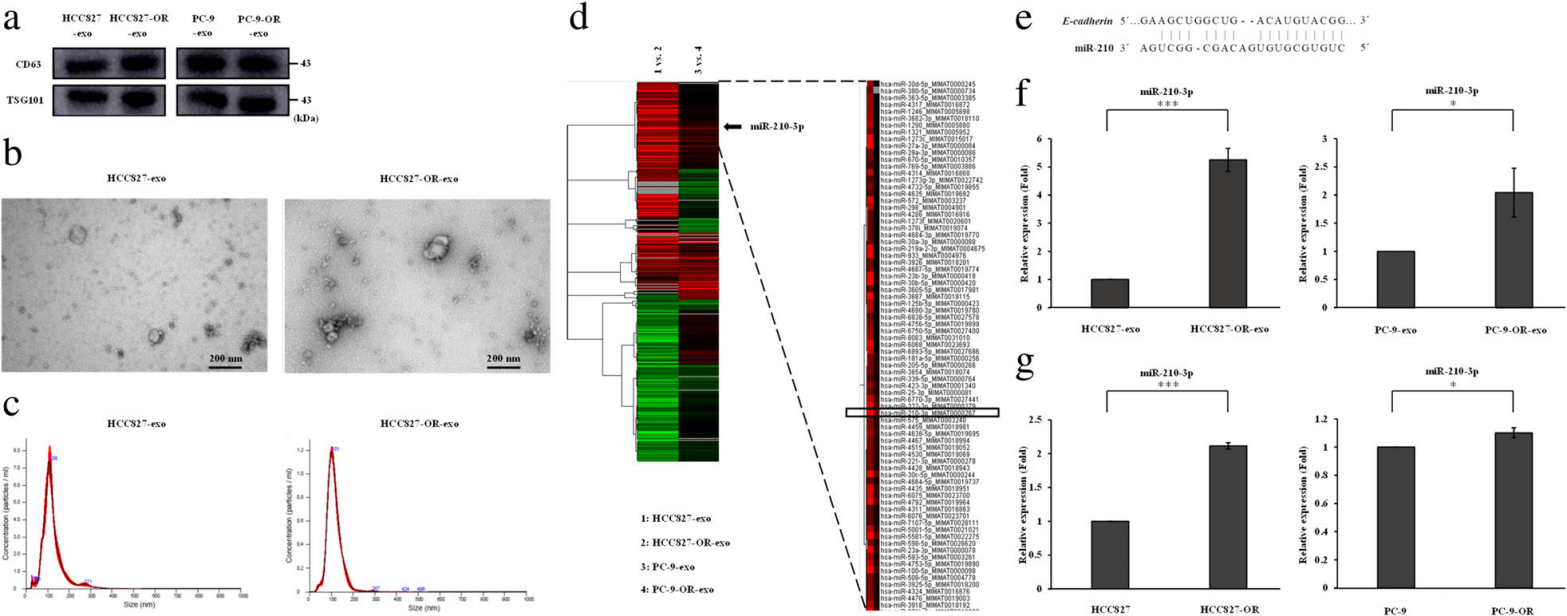
Characterization of exosomes derived from NSCLC cell lines and miRNA microarray analysis. (a) Protein expression of exosome‐specific markers, as shown by western blotting analysis. Exosomes derived from HCC827 cells (HCC827‐exo); exosomes derived from HCC827‐OR cells (HCC827‐OR‐exo); exosomes derived from PC‐9 cells (PC‐9‐exo); exosomes derived from PC‐9‐OR cells (PC‐9‐OR‐exo). (b) Representative TEM images of exosomes. (c) NTA analysis of the size distribution of exosomes. (d) Heatmap displays the differentially expressed miRNAs between osimertinib‐resistant exosomes and osimertinib‐sensitive exosomes. (e) MiR‐210 binding sites in E‐cadherin, as determined by bioinformatic analysis.^22^ (f) Exosomal miR‐210‐3p expression, as measured by qRT‐PCR analysis. Data are expressed as the mean ± SD from three independent experiments. *p < 0.05, ***p < 0.001. (g) Cellular miR‐210‐3p expression, as detected by qRT‐PCR analysis. Data are expressed as the mean ± SD from three independent experiments. *p < 0.05, ***p < 0.001. HCC827‐OR, osimertinib‐resistant HCC827; miRNA, microRNA; NSCLC, non‐small cell lung cancer; NTA, nanoparticle tracking analysis; PC‐9‐OR, osimertinib‐resistant‐PC‐9; qRT‐PCR, quantitative reverse transcription‐polymerase chain reaction; SD, standard deviation; TEM, transmission electron microscope

### HCC827‐OR cell‐derived exosomes induce EMT changes and resistance to osimertinib in HCC827 cells

HCC827‐OR‐exo (100 μg/ml) was administered to HCC827 cells to elucidate the effect of exosomes derived from osimertinib‐resistant cells on osimertinib‐sensitive cells. Exosome‐depleted supernatant (EDS) was used as the control. Figure 4a shows that miR‐210‐3p was upregulated in HCC827 cells treated with HCC827‐OR‐exo compared with HCC827 cells treated with EDS. These results suggested that exosomal miR‐210‐3p derived from HCC827‐OR cells was transferred into HCC827 cells. HCC827‐OR‐exo induced the EMT phenomenon in HCC827 cells (Figure 4b). Increased and decreased levels of vimentin and E‐cadherin, respectively, were observed in HCC827 cells incubated with HCC827‐OR‐exo, as shown by western blotting analysis (Figure 4c). The IC_50_ value of osimertinib was significantly higher for HCC827 cells treated with HCC827‐OR‐exo than that for the control (Figure 4d). These data indicated that HCC827‐OR cell‐derived exosomes could promote EMT and resistance to osimertinib in HCC827 cells, and exosomal miR‐210‐3p may play an important role in these mechanisms.

**FIGURE 4:**
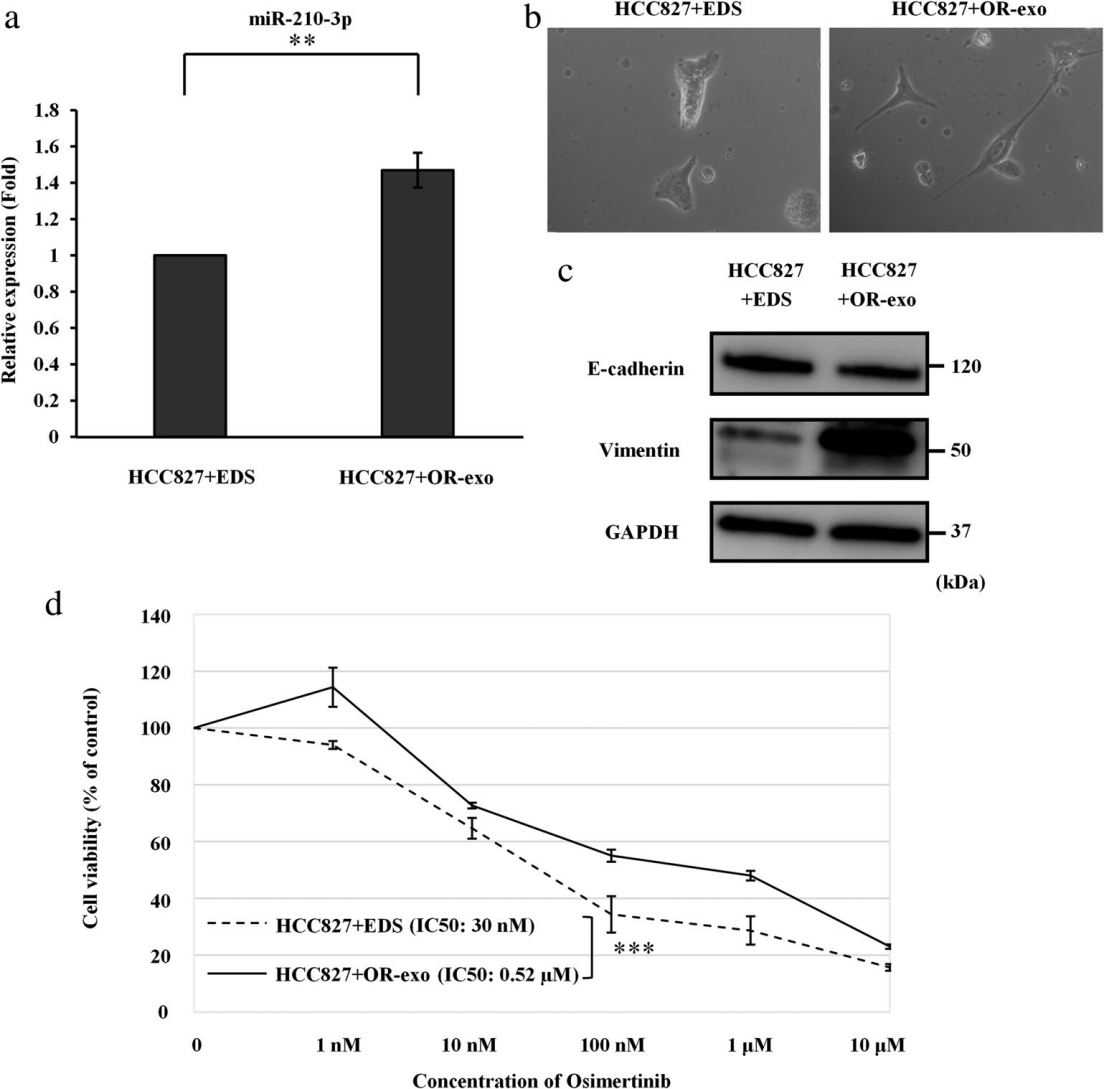
The effect of exosomes derived from HCC827‐OR on HCC827 cells. (a) MiR‐210‐3p expression in HCC827 cells after treatment with exosome‐depleted supernatant (EDS) (HCC827 + EDS) and HCC827‐OR‐exo (HCC827 + OR‐exo), as determined by qRT‐PCR analysis. Data are expressed as the mean ± SD from three independent experiments. **p < 0.01. (b) HCC827 + EDS and HCC827 + OR‐exo observed under a light microscope. (c) Protein levels of EMT markers, as shown by western blotting analysis. (d) The results of the cell viability assays are shown. Data are expressed as the mean ± SE from three independent experiments. *** *p* < 0.001. EMT, epithelial–mesenchymal transition; GAPDH, glyceraldehyde‐3‐phosphate dehydrogenase; HCC827‐OR, osimertinib‐resistant HCC827; HCC827‐OR‐exo, exosomes derived from HCC827‐OR cells; IC_50_, concentration needed for 50% reduction of the growth; qRT‐PCR, quantitative reverse transcription‐polymerase chain reaction; SD, standard deviation; SE, standard error

### MiR‐210‐3p affects the EMT phenomenon and resistance to osimertinib in HCC827 cells

Next, a miR‐210‐3p mimic was transfected into HCC827 cells to clarify the involvement of miR‐210‐3p in EMT and resistance to osimertinib in *EGFR*‐mutant NSCLC cells. After transfection of the miR‐210‐3p mimic in HCC827 cells, the relative expression levels of miR‐210‐3p were significantly higher than those detected in HCC827 cells transfected with miR‐210‐3p control (Figure 5a). The miR‐210‐3p mimic induced the EMT phenomenon in HCC827 cells (Figure 5b). Western blotting analysis showed increased and decreased levels of vimentin and E‐cadherin, respectively, in HCC827 cells after transfection of the miR‐210‐3p mimic (Figure 5c). Moreover, miR‐210‐3p suppressed the expression of E‐cadherin and promoted that of vimentin with or without TGF‐β stimulation (Figure 5d). The analysis showed that miR‐210‐3p was not involved in the EGFR signaling pathway (Figure 5e). The IC_50_ value of osimertinib was significantly higher for HCC827 cells transfected with the miR‐210‐3p mimic than for HCC827 cells transfected with miR‐210‐3p control (Figure 5f). These results suggested that miR‐210‐3p could induce EMT and resistance to osimertinib in HCC827 cells independently of the EGFR signaling pathway.

**FIGURE 5:**
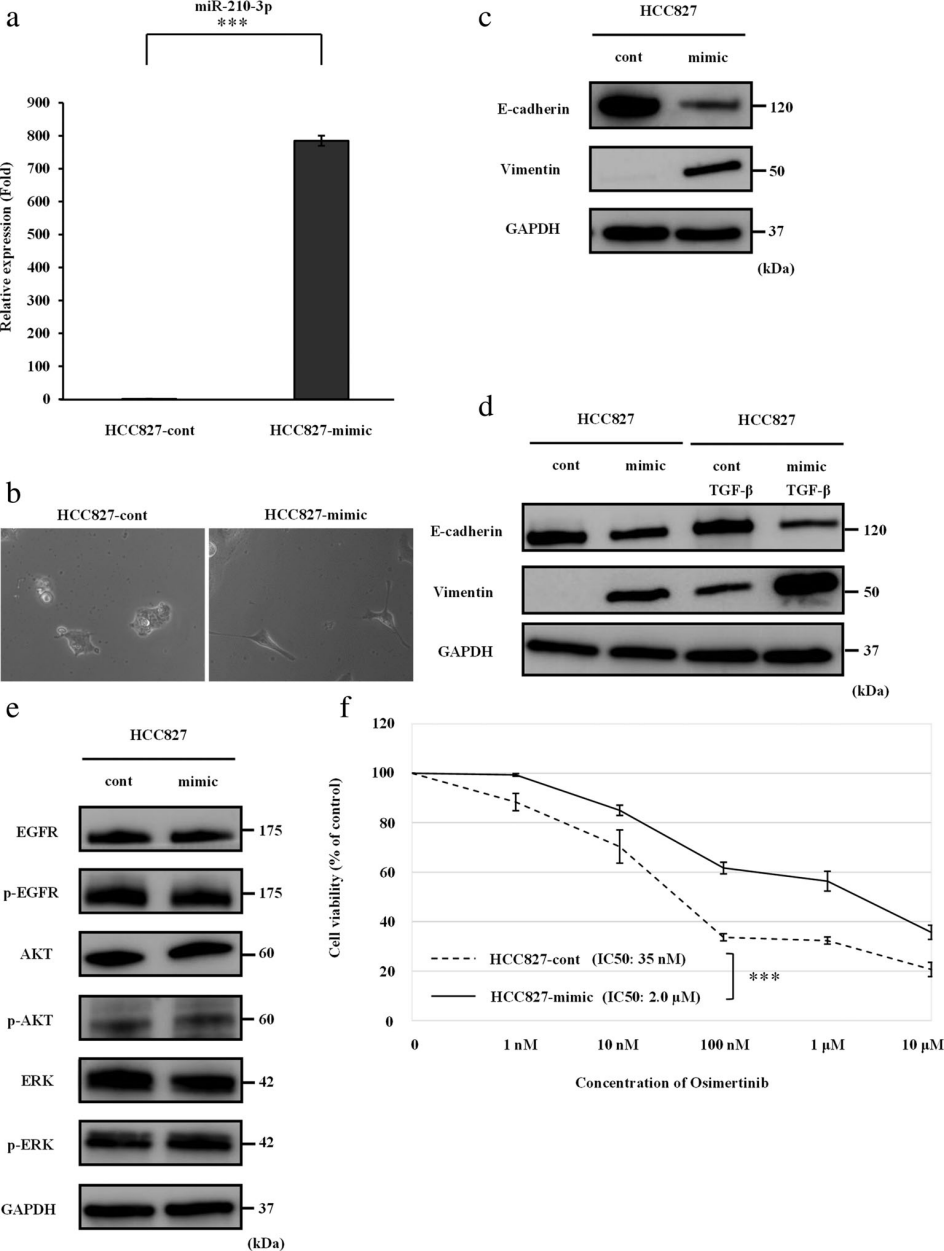
MiR‐210‐3p promotes EMT and resistance to osimertinib in HCC827 cells. (a) MiR‐210‐3p expression in HCC827 cells after transfection of the miR‐210‐3p mimic, as determined by qRT‐PCR analysis. Control mimic (cont); miR‐210‐3p mimic (mimic). Data are expressed as the mean ± SD from three independent experiments. ***p < 0.001. (b) HCC827‐cont cells and HCC827‐mimic cells observed under a light microscope. (c) Protein levels of EMT markers in HCC827 cells after transfection of miR‐210‐3p mimic, as shown by western blotting analysis. (d) Protein levels of EMT markers in HCC827 cells after transfection of the miR‐210‐3p mimic with or without TGF‐β stimulation. (e) Protein expression of EGFR signaling pathway molecules in HCC827 cells after transfection of the miR‐210‐3p mimic. (f) The results of the cell viability assays are shown. Data are expressed as the mean ± SE from three independent experiments. ***p < 0.001. EGFR, epidermal growth factor receptor; EMT, epithelial–mesenchymal transition; ERK, extracellular signal‐regulated kinase; GAPDH, glyceraldehyde‐3‐phosphate dehydrogenase; IC_50_, concentration needed for 50% reduction of the growth; p‐EGFR, phosphorylated‐EGFR; qRT‐PCR, quantitative reverse transcription‐polymerase chain reaction; SD, standard deviation; SE, standard error; TGF‐β, transforming growth factor‐β

## DISCUSSION

In this study, we found that osimertinib‐resistant, *EGFR*‐mutant NSCLC cells could produce exosomes with abundant miR‐210‐3p promoting EMT and drug resistance in osimertinib‐sensitive cells.

Exosomes could be shed from drug‐resistant cells, transferring mediators of drug resistance to drug‐sensitive cells and leading to the acquisition of the cancer drug‐resistant phenotype.^24^ These mediators include miRNAs, long non‐coding RNAs (lncRNAs), and proteins such as drug‐efflux pumps. Furthermore, several miRNAs and proteins delivered from exosomes have been reported as EMT regulators in a variety of cancers.^13^ In a human bronchial epithelial cell model, mesenchymal NSCLC‐derived exosomes from chemoresistant cells were capable of inducing EMT and drug resistance to chemosensitive epithelial cells.^25^ Moreover, exosomes derived from chemoresistant NSCLC cells increased the chemoresistance of chemosensitive cells via delivery of miRNAs, such as miR‐100‐5p and miR‐223‐3p.^26^, ^27^ In *EGFR*‐mutant NSCLC, exosomal miRNAs (e.g., miR‐21, miR‐214, and miR‐522‐3p) contribute to the development of resistance to gefitinib.^14^, ^15^, ^16^ Recently, it was reported that exosomal lncRNA is associated with resistance to osimertinib in *EGFR*‐mutant NSCLC.^28^ The present study showed that osimertinib‐resistant, *EGFR*‐mutant NSCLC cells with EMT features release exosomes encapsulating resistant components with increased levels of miR‐210, thereby inducing EMT changes and acquired drug resistance in osimertinib‐sensitive cells. This finding is consistent with previous results. Exosomes derived from drug‐resistant cells may play a crucial role in EMT and resistance to osimertinib in the tumor microenvironment of *EGFR*‐mutant NSCLC. Thus far, three novel therapeutic strategies against cancer‐derived exosomes have been proposed: inhibition of cancer cell exosome production; elimination of circulating cancer cell‐derived exosomes; and disruption of cancer cell‐derived exosome uptake by recipient cells.^29^ Currently, there is limited knowledge regarding the molecules involved in these processes, and drugs targeting cancer cell‐derived exosomes have not been approved for the clinical setting. Nevertheless, these strategies are reasonable to overcome the drug resistance mediated by exosomes. Further exploratory studies are warranted to develop a therapeutic strategy for inhibiting exosomes derived from osimertinib‐resistant cells.

We identified that miR‐210‐3p may be a significant cargo delivered by exosomes derived from osimertinib‐resistant NSCLC cells affecting EMT and drug resistance in osimertinib‐sensitive cells. MiR‐210 is involved in numerous biological processes, such as mitochondrial metabolism, angiogenesis, the DNA damage response, cell proliferation, and apoptosis.^30^ MiR‐210 is an oncogenic miRNA. Overexpression of miR‐210 was observed in multiple malignant tumors, including lung cancer.^30^, ^31^, ^32^ Recently, it was reported that miR‐210 promotes EMT in prostate, breast, and pancreatic cancers.^21^, ^22^, ^23^ Exosomes secreted from colon cancer cells containing miR‐210 modify the adhesion dynamic of neighboring metastatic cells and are involved in the EMT process.^33^ Moreover, miR‐210 in exosome secreted from hypoxic bone marrow‐derived mesenchymal stem cells and cancer‐associated fibroblasts could affect the EMT in NSCLC cells.^34^, ^35^ Regarding drug resistance, miR‐210 has been associated with resistance to 5‐fluorouracil in colorectal cancer and gemcitabine in cholangiocarcinoma.^36^, ^37^ Exosomes derived from gemcitabine‐resistant pancreatic cancer stem cells mediate the horizontal transfer of drug‐resistant traits to gemcitabine‐sensitive pancreatic cancer cells by delivering miR‐210.^38^ In this study, miR‐210‐3p was upregulated in exosomes isolated from osimertinib‐resistant NSCLC cells. Moreover, the exosomes rich in miR‐210‐3p promoted EMT and drug resistance in osimertinib‐sensitive NSCLC cells. In addition, miR‐210‐3p directly induced EMT and drug resistance in osimertinib‐sensitive cells. Taken together, exosomal miR‐210‐3p may be a key molecule of EMT and resistance to osimertinib in *EGFR*‐mutant NSCLC cells. The development of nucleic acid drugs has recently been progressing. However, therapeutic agents targeting miRNAs have not as yet been established. The development of therapeutic agents that directly target miR‐210‐3p to inactivate oncogenic properties would have a significant clinical impact.

We also observed that the induction of miR‐210‐3p promoted EMT in HCC827 cells independently of TGF‐β stimulation. TGF‐β is a strong inducer of EMT.^39^, ^40^, ^41^ TGF‐β‐induced EMT has been associated with acquired resistance to EGFR‐TKIs in *EGFR*‐mutant NSCLC.^9^, ^42^, ^43^, ^44^, ^45^ MiR‐210‐3p‐induced EMT may be associated with the development of resistance to osimertinib in *EGFR*‐mutant NSCLC with or without TGF‐β stimulation. Next, the induction of miR‐210‐3p accelerated the development of resistance to osimertinib without affecting the EGFR signaling pathway in HCC827 cells. The miR‐210‐3p‐induced EMT may contribute to resistance to osimertinib as a mechanism involving the bypass pathway. Thus far, several target genes of miR‐210 involved in various biological processes and cellular functions have been identified.^29^ E‐cadherin associated with EMT may be a candidate molecule in our study. E‐cadherin‐targeted miR‐210 promotes breast cancer carcinogenesis under the hypoxic condition.^22^ MiR‐210‐3p promotes EMT and bone metastasis thorough NF‐κB signaling by targeting TNPI1 and SOCS1 in prostate cancer.^21^ MiR‐210 inhibits the expression of HOXA9 to activate the NF‐κB signaling, induces EMT, and reduces the sensitivity of pancreatic cancer cells to gemcitabine induced by HIF1A under hypoxia.^23^ MiR‐210 in exosomes secreted by cancer‐associated fibroblasts promotes EMT by targeting UPF1 through PTEN/PI3K/AKT pathway in NSCLC cells.^35^ The pathway of miR‐210‐induced EMT is complex and may vary depending on the tumor microenvironment.

In summary, we conclude that exosomes derived from osimertinib‐resistant, *EGFR*‐mutant NSCLC cells induced EMT and drug resistance in osimertinib‐sensitive cells via delivery of miR‐210. Exosomal miR‐210 may play an important role in the development of resistance to osimertinib in the tumor microenvironment and serve as a therapeutic target to conquer this resistance in *EGFR*‐mutant NSCLC. We will perform further studies to clarify the effect of exosomal miR‐210 on resistance to osimertinib in *EGFR*‐mutant NSCLC.

## CONFLICT OF INTEREST

Dr A. Gemma received a commercial research grant from AstraZeneka Co. and Boehringer Ingelheim Pharmaceuticals, Inc. and has received speakers'bureau honoraria from AstraZeneka Co. and Boehringer Ingelheim Pharmaceuticals, Inc. Dr M. Seike received a commercial research grant from Chugai Pharmaceutical Co., and Boehringer Ingelheim Pharmaceuticals, Inc. and has received speakers' bureau honoraria from AstraZeneka Co., Ltd., Chugai Pharmaceutical Co., and Boehringer Ingelheim Pharmaceuticals, Inc. The other authors have no potential conflicts of interest.

How the deposited data were processed for this re-analysis (not part of the article)

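Exosomal RNA of HCC827, HCC827-OR, PC-9 and PC-9-OR cells was measured on 4 3D-Gene Human miRNA oligo chips, with 1 array per condition. The authors deposited the intensity of each spot as scanned, the median of its pixels, without background subtraction or normalization between arrays. The signal values in the authors' deposited table are the same intensities after subtraction of the mean of the blank spots (top and bottom 5% left out) and multiplication by 1 factor per array. The factors were 3.44 for HCC827-exo, 0.506 for HCC827-OR-exo, 0.354 for PC-9-exo and 0.432 for PC-9-OR-exo. This was checked against the values of all 2565 miRNAs, and the pattern of missing values was the same on every array.

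For the values given here, the trimmed mean of the 320 blank spots of each array was subtracted from the scanner intensities. A miRNA counted as detected where its spot was more than 2 SD above the blank mean and not marked as failed. The arrays were then quantile normalized and put on the log2 scale with limma 3.58.1 in R 4.3.3, and control spots were left out. The blank mean was 54.9 for HCC827-exo, 61.9 for HCC827-OR-exo, 64.2 for PC-9-exo and 62.6 for PC-9-OR-exo. Arrays have no counts, and their number limits the precision. The scatter of 27 sets of control probes printed several times was an SD of 0.11 on the log2 scale within an array. Only sets with every spot more than 20 above the blank level were used, so the scatter of dimmer spots was not measured.

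Each resistant line was compared with its own parental line by the log2 ratio, with the paper's threshold of 2 in either direction and no test, since each condition has 1 array. miRNAs higher in both resistant lines were counted at log2 ratios above 0, of at least 1 and of at least 2, and the count expected for independent pairs is the product of the shares. Across both lines, limma's linear model and moderated test (with an intensity trend in the prior variance) compared resistant with parental exosomes over the 1578 miRNAs detected on all 4 arrays, with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05. The line was taken as a block because each resistant line comes from its parental line, and the deviations of HCC827-exo and HCC827-OR-exo from the means of their conditions had an r of 0.263 across miRNAs. The ranks, the correlation of the pairs and the median log2 ratio of lists were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots with matplotlib 3.10.9. A list's median was placed among 10000 random lists of the same size, drawn for each member from the 50 miRNAs on either side of it by mean signal.

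The following were chosen before the data were examined: the comparisons, the threshold, the lists of miRNAs that restrain or promote EMT (from general knowledge) and the rule for naming miRNAs. Named under this rule are miR-210-3p and miR-210-5p, every miRNA in the paper's text, and the 5 highest and 5 lowest log2 ratios of each pair. The rule also covers the 10 highest by the lower of the ratios of both pairs, the 5 lowest by the higher of them, and the listed EMT miRNAs. The text does not give the values of all of them. The alternatives chosen at the same time were scaling to the median or to the 75th percentile, no normalization, normexp background correction with an offset of 50, no background subtraction, the authors' table of values, no detection filter, the upper part of the miRNAs by mean signal, thresholds of 1 and 3, bounds for miRNAs detected on 1 array of a pair, and limma fits without the block, without the trend and without each array in turn. Scaling to the spike controls and the limit at the 95th percentile of the negative controls were added after the values were seen.

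The steps were tested on simulated data. With 200 of 1578 miRNAs shifted by 3 on the log2 scale, the pair ratio and limma each recovered 200, and limma called 8 unchanged miRNAs. The simulated noise had the SD of the bright control spots, 0.11, and the lines did not differ. On the real arrays the SD of the log2 ratios was 0.94 in the HCC827 pair and 0.50 in the PC-9 pair. Recovery was thus close to certain, so it checks the steps and not the calls on these arrays. For 200 lists of 7 miRNAs shifted by 2 the median percentile was 100, and for 200 lists that were not shifted it was 47.6. The qRT-PCR, western blot, viability and transfection experiments of the paper were not analysed here. The local background around each spot was not used, because it rose with the intensity of the spot. Spearman's rho between them, over the detected miRNAs of an array, was 0.908 for HCC827-exo, 0.909 for HCC827-OR-exo, 0.957 for PC-9-exo and 0.895 for PC-9-OR-exo.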

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

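All tests given here were chosen after the results were seen.

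All 85 spots without a probe were above the detection limit on HCC827-exo, against 12 on HCC827-OR-exo, 4 on PC-9-exo and 6 on PC-9-OR-exo. The paper does not report these spots. More light at them on HCC827-exo is argued against, since their median intensity before subtraction was 57.0 there, 60.0 on HCC827-OR-exo, 59.5 on PC-9-exo and 58.7 on PC-9-OR-exo. A lower blank level on HCC827-exo is a candidate explanation. The blank spots had a mean of 54.9 there and of 61.9 to 64.2 on the other arrays, and on those the median of the spots without a probe lay under the blank mean. No biological explanation was tested. The detection limit on HCC827-exo thus lets through spots with nothing printed on them, at a median of 2.04 above the blank level.

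On HCC827-exo, 24 of the 32 negative-control spots were above the detection limit, with a highest value of 9.40. A property of HCC827-exo alone is argued against, because 19 were above it on HCC827-OR-exo, 16 on PC-9-exo and 16 on PC-9-OR-exo. The highest negative controls were also of similar size, 9.34 on HCC827-OR-exo, 6.23 on PC-9-exo and 5.60 on PC-9-OR-exo. What these probes bind was not tested. The level matters most for HCC827-exo, where the median detected miRNA stood at 6.99.

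miR-4672 had the highest value of the lower ratio, 3.31 in the PC-9 pair, with 6.07 in the HCC827 pair, and the paper's text does not name it. With its dim HCC827-exo spot set to the highest negative control of the array, the HCC827 ratio was 4.79. A larger chance low reading was not excluded, because the scatter of dim spots was not measured. The scaling between arrays is argued against, since the log2 ratio of miR-4672 in the PC-9 pair was lowest without any scaling, at 2.94. Without background subtraction it was 1.50. A change with resistance in both lines remains as a hypothesis. Cross-hybridization of the probe and a difference between exosome preparations were not tested, and 1 array per condition cannot separate the latter from resistance.

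A log2 ratio of at least 1 in opposite directions in the HCC827 and PC-9 pairs was found for 12 miRNAs, with 6.45 expected if the pairs were independent. Whether the pairs differ for any of them was not tested. Scatter of spots near the level of the negative controls may account for most of them, because 1 of the 12 passed the negative-control limit on all 4 arrays, against 715 of all 1578 miRNAs. That miRNA was miR-4525, named after its values were seen, with a log2 ratio of -1.10 in the HCC827 pair and 1.04 in the PC-9 pair. A difference between the resistant lines in how they became resistant remains open and untested.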

How the results depend on the processing

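Spike-in scaling and the limit set by the negative controls were chosen only after the values were seen. The other alternatives were planned. Where a result moved and nothing else is said, the cause was not tested.

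The log2 ratio of miR-210-3p was above 0 in both pairs under every alternative that gave a value. It lay between 3.43 and 7.50 in the HCC827 pair and between 0.76 and 1.40 in the PC-9 pair. The limit set by the negative controls gave no value in the HCC827 pair. More miRNAs were past the threshold in the HCC827 pair than in the PC-9 pair under all alternatives, with 21 to 1407 in the HCC827 pair and 3 to 32 in the PC-9 pair at the threshold of 2. The correlation of the pairs was above 0 under all alternatives. The call of miR-210-3p by limma was kept without the detection filter only (adjusted p = 0.00066 from limma), and its adjusted p ranged from 4.37e-05 to 0.999.

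With scaling to the median, the log2 ratio of miR-210-3p was 4.78 in the HCC827 pair, 7 miRNAs of the PC-9 pair were past the threshold, all higher, and the rank by the lower ratio was 14. limma called 0 miRNAs, with 76 at an unadjusted p under 0.05, and gave miR-210-3p a log2 fold change of 3.05. With scaling to the 75th percentile limma called 2, and miR-210-3p had 2.91 (adjusted p = 0.0509 from limma). With the authors' table of values limma called 5, and miR-210-3p had 2.96 (adjusted p = 0.0547 from limma).

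Without normalization, the median of the HCC827 pair rose to 2.54 and that of the PC-9 pair was -0.31, so the counts below follow from the scaling. The log2 ratio of miR-210-3p was 7.30 in the HCC827 pair and 1.09 in the PC-9 pair. In the HCC827 pair 1308 miRNAs were past the threshold, with 0 lower, and in the PC-9 pair 7, with 5 higher and 2 lower. The rank by the lower ratio was 22, and 4 miRNAs reached 2 in both, with 3.30 expected. limma called 0, with 1 at an unadjusted p under 0.05, and miR-210-3p had 4.19. Of the named miRNAs past the threshold in the HCC827 pair, the sign was reversed for miR-614, at 0.094, miR-498, at 0.12, and miR-4652-5p, at 0.039. It was reversed for others under the threshold too.

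With spike-in scaling the medians were 2.75 and -0.13. The log2 ratio of miR-210-3p was 7.50 in the HCC827 pair, 1407 miRNAs of that pair were past the threshold, with 0 lower, and 7 of the PC-9 pair, all higher. In both pairs, 588 were above 0, 37 reached 1 and 6 reached 2, against 589, 37.2 and 5.32 expected for independent pairs, and the rank by the lower ratio was 22. limma called 0, with 1 at an unadjusted p under 0.05, and miR-210-3p had 4.39. Of the named miRNAs past the threshold in the HCC827 pair, the sign was reversed for miR-4258, at 0.074, miR-1908-3p, at 0.057, and miR-5587-5p, at 0.038. It was also reversed for miR-614, at 0.30, miR-498, at 0.32, and miR-4652-5p, at 0.24, and for others under the threshold.

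With normexp correction, which adds 50 and so draws ratios of dim spots towards 0, the log2 ratio of miR-210-3p was 3.47 in the HCC827 pair, with rank 2, and 0.78 in the PC-9 pair, with rank 22. Past the threshold were 22 miRNAs of the HCC827 pair, 17 higher and 5 lower, and 3 of the PC-9 pair, all higher. In both pairs 9 reached 1 and 0 reached 2, the rank by the lower ratio was 19, Pearson's r was 0.374 and Spearman's rho 0.219. limma called 0, with 148 at an unadjusted p under 0.05, and miR-210-3p had 2.12. Without background subtraction, which keeps the blank level in every signal, the log2 ratio was 3.43 with rank 2 and 0.76 with rank 22. Past the threshold were 21 miRNAs of the HCC827 pair, 17 higher and 4 lower, and 3 of the PC-9 pair, all higher. In both pairs 9 reached 1 and 0 reached 2, the rank by the lower ratio was 19, r was 0.375 and rho 0.220. limma called 0, with 150 at an unadjusted p under 0.05, and miR-210-3p had 2.09.

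Without the detection filter, which adds dim spots, 132 miRNAs of the HCC827 pair were past the threshold, 89 higher and 43 lower, and 32 of the PC-9 pair, 20 higher and 12 lower. miR-210-3p ranked 15 in the HCC827 pair and r was 0.172. With the upper part of miRNAs by mean signal, 789 are compared, so counts and ranks fall. Past the threshold were 40 in the HCC827 pair, 29 higher and 11 lower, and 6 in the PC-9 pair, all higher. miR-210-3p ranked 2 and 10, 176 miRNAs were above 0 in both pairs and 14 reached 1, r was 0.397 and rho 0.326. limma called 1, with 92 at an unadjusted p under 0.05, and miR-210-3p had 2.93. With the limit set by the negative controls, 715 miRNAs remain on all 4 arrays. Past the threshold were 33 in the HCC827 pair, 20 higher and 13 lower, and 6 in the PC-9 pair, all higher. miR-210-3p ranked 20 in the PC-9 pair, 149 miRNAs were above 0 in both pairs, 12 reached 1 and 0 reached 2, r was 0.361 and rho 0.326. limma called 0, with 91 at an unadjusted p under 0.05.

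At a threshold of 1, 324 miRNAs of the HCC827 pair and 87 of the PC-9 pair were past it, and at 3, 16 and 3 were. With bounds counted, the count of the PC-9 pair was 24 and that of the HCC827 pair 115.

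Without the cell line block, limma called 0 miRNAs, with 57 at an unadjusted p under 0.05, and miR-210-3p had a log2 fold change of 2.93. The calls depend on the block. Without the trend in the prior variance limma called 2, and miR-210-3p had 2.93. Fits without each array in turn have no block and assume that the lone sample varies like the others. They called 0 in all cases, as the fit without the block did, with 11 to 181 at an unadjusted p under 0.05. The log2 fold change of miR-210-3p lay between 1.27, without HCC827-OR-exo, and 4.58, without PC-9-OR-exo, with 3.06 without HCC827-exo and 2.80 without PC-9-exo.

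The percentiles of the EMT lists stayed on the same side with scaling to the median. The filters on dim miRNAs leave each log2 ratio as it is. Of the 91 log2 ratios of single named miRNAs, 23 moved by more than the scatter between bright control spots with the authors' table, 28 with scaling to the 75th percentile, 48 with scaling to the median, 58 with normexp correction and 58 without background subtraction. Without normalization 82 moved and a further 3, which had been past the threshold, changed sign. With spike-in scaling 60 moved and a further 6 past the threshold changed sign. Both sets past the threshold are given above. They leave out changes of sign under the threshold. The log2 ratio of miR-3619-3p in the HCC827 pair, for example, went from -1.45 to 1.50 without normalization and to 1.70 with spike-in scaling. Signal over background limits the HCC827 pair most. On HCC827-exo 44.2% of the detected miRNAs passed the limit set by the negative controls, against 81.0% on HCC827-OR-exo, 91.4% on PC-9-exo and 94.6% on PC-9-OR-exo.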

Differences from the paper's values

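Spike-in scaling and the limit set by the negative controls were chosen only after the values were seen.

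For miR-210-3p in HCC827-OR-exo over HCC827-exo, the paper's value is about 5.2 in Fig. 3f, read by eye, with an SD of about 0.4, and the array value here is 22.0. The HCC827-exo spot behind it did not pass the limit set by the negative controls, and set to the highest negative control it gives 19.5. The paper measured it by qRT-PCR in independent experiments, and the value here comes from 1 array per condition. The qRT-PCR was normalized to U6 and HY3 and the array value to the other miRNAs, so the references differ. None of the alternatives set before the data were examined came within the paper's value: they gave 10.8 without background subtraction, 11.1 with normexp correction, 21.8 with scaling to the 75th percentile, 23.2 with the authors' table of values, 27.5 with scaling to the median and 158 without normalization. The filters on dim miRNAs do not change a ratio. Spike-in scaling gave 181. For PC-9-OR-exo over PC-9-exo the values were closer, with about 2.0 in the paper, read by eye, and 2.64 on the arrays.

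For the heatmap the paper gives a threshold on the log2 ratio (Fig. 3d). Of the 77 miRNAs whose names are legible in its enlarged part, read by eye and matched by their identifiers, 28 had a log2 ratio of at least 2 here in the HCC827 pair and 76 of at least 1, with a lowest value of 0.86. In the PC-9 pair 0 of them had a log2 ratio of at least 2 and 4 of at least 1. With the authors' table of values, 28 had at least 2 in the HCC827 pair and 77 had at least 1, with a lowest value of 1.00. On the scale of a 2-fold change, which is a log2 ratio of 1, all 77 names thus pass in the HCC827 pair with that table, and 4 in the PC-9 pair. All 77 had at least 2 in the HCC827 pair without normalization and with spike-in scaling, while 0 had at least 2 in the PC-9 pair under any setting.

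The paper states that miR-210-3p was alone among the miRNAs higher in both resistant lines in having a link to EMT. Of the EMT miRNAs listed before the data were examined, miR-222-3p had a log2 ratio of at least 1 in both pairs, with 2.81 in the HCC827 pair and 1.02 in the PC-9 pair. Above 0 in both pairs, but under 1 in the PC-9 pair, were miR-23a-3p, with 2.63 and 0.48, miR-221-3p, with 1.60 and 0.46, and miR-205-5p, which is listed as restraining EMT, with 1.39 and 0.19. None of their HCC827-exo spots passed the limit set by the negative controls. Set to the highest negative control, the HCC827-exo spot gave a log2 ratio of -0.85 for miR-222-3p, 2.26 for miR-23a-3p and -0.13 for miR-221-3p. The list comes from general knowledge and not from the paper. The PC-9 ratio of miR-222-3p was 0.92 with the authors' table of values, 0.85 with scaling to the median, and under 1 with every other scaling and background correction tried.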

Other observations

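All tests of explanations given here were chosen after the results were seen. The lists of EMT miRNAs and their percentiles were planned.

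The array of HCC827-exo had less miRNA signal than the others. The median unnormalized log2 ratio of HCC827-OR-exo over HCC827-exo was 2.54, and that of PC-9-exo over HCC827-exo was 3.22. Weaker hybridization or scanning of the array is argued against, since the log2 ratio of the spike controls was -0.20 between HCC827-OR-exo and HCC827-exo, if equal amounts were added. A smaller amount of miRNA in the RNA put on that array, from the exosomes themselves or from the preparation, remains open, and neither was tested.

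More miRNAs passed the threshold in the HCC827 pair than in the PC-9 pair. HCC827-exo spots at the level of the negative controls are argued against as the whole cause. Among the 715 miRNAs above the negative controls on all 4 arrays, 33 passed in the HCC827 pair, 20 higher and 13 lower, and 5 in the PC-9 pair, all higher. When PC-9-exo was dimmed 7.43-fold in 100 simulations, 7 to 14 miRNAs passed in the PC-9 pair, if all signals dim alike. That factor is milder than the median unnormalized log2 ratio of PC-9-exo over HCC827-exo, 3.22. Signals may also not dim alike, since this median was 1.96 for the 27 miRNAs lower in HCC827-OR-exo. The simulation thus cannot decide whether the low signal of HCC827-exo as such is the cause. The counts by HCC827-exo signal given next cover only miRNAs detected on all 4 arrays. Of the 211 with a signal above 100, 9 were lower by at least 2 in the HCC827 pair and 0 in the PC-9 pair. This argues against scatter between spots for the lower miRNAs. Of those with a signal above 20, 14 were higher by at least 2 in the HCC827 pair and 5 in the PC-9 pair. Scatter is argued against for these higher miRNAs too. The most scattered of the control sets, none of which had a median under 22.2, had an SD of 0.34, or 0.48 for a log2 ratio. On HCC827-exo itself the dimmest of these sets had a median of 119. Above 50 the counts were 9 and 4, and above 100 they were 3 and 3, where a limit on HCC827-exo itself removes higher miRNAs. Of the miRNAs detected on all 4 arrays, 40 with an HCC827-exo signal of 20 or less were higher by at least 2 in the HCC827 pair. In the PC-9 pair 3 were. For the 40, scatter cannot be told apart from a change. With each HCC827-exo spot under the highest negative control set to it, their median log2 ratio was 1.01, which a true change of dim miRNAs would show too, and 11 of the 40 kept at least 2. A larger change in HCC827-OR-exo with resistance and a difference between exosome preparations are both open, and 1 array per condition cannot separate them.

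Of the 27 miRNAs lower in HCC827-OR-exo by at least 2, some kept nearly the same intensity on all arrays. For miR-4258 it was 157 on HCC827-exo, 143 on HCC827-OR-exo, 185 on PC-9-exo and 162 on PC-9-OR-exo above the blank level. A probe signal that stays the same whatever the amount of miRNA is argued against as the whole cause, since the median unnormalized log2 ratio of PC-9-exo over HCC827-exo was 1.96 for these miRNAs, against 3.22 for all. It may hold for single probes such as that of miR-4258, which was not tested. A signal at the level of the negative controls is argued against as the whole cause too, since 9 of the 27 had an HCC827-exo signal above 100, where the highest negative control was 9.40. For the 14 that did not pass the negative-control limit the median HCC827-exo signal was 1.56, so such a signal and a true low level cannot be told apart. All of these miRNAs were lower relative to the other miRNAs of the array, and none was lower by 2 without normalization.

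The difference in miR-210-3p was tested against technical explanations. With its dim HCC827-exo spot set to the highest negative control, the log2 ratio was 4.29. A level up to that of the negative controls thus leaves most of the ratio. A larger chance low reading was not excluded, because the scatter of dim spots was not measured. On that array 5 negative-control spots lay above the spot of miR-210-3p. The scaling between arrays is argued against in the PC-9 pair, where the log2 ratio was lowest without any scaling, at 1.09. The background correction matters more there, since the log2 ratio was 0.76 without background subtraction. A difference between exosome preparations was not tested, so a change of miR-210-3p with resistance stays a hypothesis on these arrays.

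The 7 of 10 miRNAs listed as promoting EMT that were detected in both HCC827 arrays had a median log2 ratio of 1.60, at percentile 99.98 of random lists matched on signal. In the PC-9 pair 8 of 10 were detected, with a median of 0.29 at percentile 94.8. With scaling to the median the percentiles were 99.95 and 88.1. The 5 of 8 miRNAs listed as restraining EMT had a median of -0.64 at percentile 10.6 in the HCC827 pair and of 0.09 at percentile 70.8 in the PC-9 pair, where the mean was -0.08. With scaling to the median their percentiles were 14.5 and 67.1. The members are not independent, since MIR221 and MIR222, and MIR23A and MIR27A, lie within 10 kb of each other in the RefSeq annotation of GRCh38.p14. A shift of all low-numbered miRNAs is argued against for the promoting list, since its median lay at percentile 99.7 among random lists of miRNAs numbered below 500. Chance low readings of dim HCC827-exo spots cannot be told apart from a true change. Of the 7 miRNAs, 1 passed the negative-control limit on HCC827-exo, and with each spot under the highest negative control set to it the median was -0.32, which a true change of dim miRNAs would show too. Whether both resistant lines share the change cannot be told either, at percentile 94.8 in the PC-9 pair with 8 miRNAs. The difference between the pairs was not tested.

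The paper's discussion names further miRNAs from earlier work. miR-100-5p had a log2 ratio of 4.10 in the HCC827 pair, from an HCC827-exo spot that did not pass the negative-control limit, and of 0.85 in the PC-9 pair. miR-214-3p had log2 ratios of 0.24 and 0.06, miR-214-5p of -0.52 and 0.72, and miR-223-3p of -0.44 and -0.49, in the same order. The HCC827 values of miR-214-5p and miR-223-3p were above 0 without normalization and with spike-in scaling, and the PC-9 value of miR-214-3p was under 0 with both of these and with scaling to the median. miR-522-3p was not detected on any array.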
